A study of Aspergillus luchuensis with 6 samples.

How the data were processed

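Transcription start sites were profiled by CAGE (cap analysis of gene expression), which sequences a short tag from the capped 5′ end of each RNA, so that the position of a tag marks a start site and the number of tags measures its use. The samples were mycelia of the white koji fungus Aspergillus luchuensis mut. kawachii. There were 3 libraries of a control strain and 3 of a strain whose laeA gene was disrupted. The disruptant libraries also carry the strain label sirD, whose meaning is not clear. Whether the strains share a parent is not clear either, so a difference between them may have another source than laeA. Per the labels, shaken cultures at 30 °C were 36 h old when moved to another medium, in which they stayed 12 h before RNA was taken.

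The authors deposited raw tag counts per start position, with no scaling, in a table of 8582186 positions and 6 libraries. Per the labels, sequencing used a NextSeq 500. Trimming, alignment, the treatment of tags that map to several places and the tool that built the table are not stated in the labels or the header. Positions are on GenBank scaffolds and contigs. They count from 0 in the table and are given here counted from 1. The smallest minus-strand position was 30, so minus-strand positions may follow another convention than plus-strand ones. Of the positions, 5314085 (61.9%) were at 0 in every library. Tags fell on 330 scaffolds or contigs. The gene table at hand belonged to another assembly, so its coordinates were not used, and the table of positions pairs no scaffold position with a gene. No start site is therefore given a gene name, and the level of laeA itself was not analysed here. The strain labels were not checked through the target gene.

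Samples were grouped by their titles, which also give the replicate numbers used for pairing. Tag clusters were built from all libraries pooled. Positions with at least 0.1 CPM (tag counts scaled to the library total) were joined when at most 20 bp apart on a strand, and clusters with at least 1 CPM were kept. This gave 21824 clusters of a median length of 40 bp holding 94.2% of all tags.

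Cluster counts were compared with edgeR 4.0.16 in R 4.3.3, using TMM factors, the filterByExpr filter, the quasi-likelihood F test and Benjamini-Hochberg adjustment, with calls at an adjusted p under 0.05. CPM values use the effective library sizes of that fit. The standard error of a log2 fold change was derived from the estimate and its F value. Shifts of start position within a cluster were tested with edgeR's diffSpliceDGE on the counts upstream and downstream of the pooled median position, for clusters with at least 10 tags in every library. For neighbouring calls, clusters on a strand at most 2000 bp apart were merged into 8403 loci, and adjacent loci called in the same direction (adjusted p under 0.05 and an absolute log2 fold change of at least 1) were counted against 10000 random placements of the calls among the tested loci, one-sided. Library measures were compared by exact two-sided permutation tests, which cannot go below p = 0.1 with 3 libraries against 3.

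Clusters named in the text were chosen by a rule set before the data were examined. Among called clusters with a mean of at least 5 CPM in the higher group and no overlap between the groups' libraries, the 6 with the largest rise and the 6 with the largest fall were taken. Because the clusters have no gene names, 2 of each are given in full. For neighbouring loci, the 3 longest runs were taken, and a tie for the last place made them 4.

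The steps were tested on simulated counts drawn from the real means, library sizes and dispersions. With 200 of 21803 clusters changed, the level test recovered 0% of changes of 1 on the log2 scale, 74% of changes of 2 and 96% of changes of 3, with 0, 5 and 12 false calls. With 200 of 18902 clusters changed, the start position test recovered 0% of changes of 1 and 28% of changes of 2. Random calls among 8403 loci gave a neighbour p of 0.28, and 20 planted runs of 5 loci gave 0.001. A limma 3.58.1 test on the log2 ratio of upstream to downstream tags (0.5 added to each) was included after the planned start position test had been seen to make few calls. Its simulated counts did not use measured dispersions: the upstream share varied between libraries by an assumed correlation of 0.01. Without any change it made 14 calls among 18902 clusters, and with 200 of them changed it recovered 23% of changes of 1 and 74% of changes of 2, with 30 and 36 false calls.

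Library totals ranged from 14.8 to 19.3 M tags, so the floor of 3 tags corresponds to 0.155 to 0.202 CPM of these totals. The effective library sizes of the fit ranged from 13.7 to 18.5 M. The floor therefore differs on the scale of the CPM values and fold bounds in the text. Tags carry no molecular identifiers, so floors cover counting error only. Alternatives covered other normalization factors, filters, thresholds and cluster definitions, DESeq2 1.42.0, the replicate number as a block and leaving out each library. Gene-level tests, secondary metabolism gene sets and start site base composition need the genes or sequence of these scaffolds and were not analysed here. Tables and plots were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.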

Results

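LaeA is a putative methyltransferase known as a global regulator of secondary metabolism in Aspergillus species. The comparison asked which transcription start sites of A. luchuensis mut. kawachii depend on laeA. CAGE tags were counted in 3 control libraries and 3 libraries of the laeA disruptant, 104026348 tags in all.

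The control libraries held 19.2, 19.3 and 18.0 M tags (mean 18.8 ± 0.70, SD, n = 3). The disruptant libraries held 17.3, 14.8 and 15.3 M (15.8 ± 1.33, SD, n = 3). Every control total exceeded every disruptant total, at the smallest p that an exact permutation test of 3 against 3 can give (two-sided p = 0.1). Scaffold DF126582.1 took the largest share of tags. Its share was 12.6% ± 4.09 in control and 13.2% ± 5.11 in disruptant libraries (SD, n = 3), a difference well within the spread between replicates (exact permutation p = 0.9, two-sided).

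That share varied more between replicates than between genotypes. It was 11.2%, 9.42% and 17.2% in controls 1, 2 and 3 and 7.49%, 14.9% and 17.3% in disruptants 1, 2 and 3. Controls 1 and 2 and disruptant 1 had the 3 lowest shares, and control 3 and disruptants 2 and 3 the 3 highest. The share has its widest step, from 11.2% to 14.9%, between these sets. That step is no wider than the range of 7.49% to 11.2% within the lower set, so the share alone is weak ground for parting them. The sets were singled out by start positions after seeing the data, and a cut of the share at that step gives the same sets. The labels name no batch. Each set holds a single library of 1 genotype, so the genotypes were not compared within a set.

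Across log2 CPM of the tag clusters, the correlation coefficient was 0.929 to 0.969 between control libraries, 0.937 to 0.971 between disruptant libraries and 0.833 to 0.926 between genotypes. These coefficients are across clusters, which are not independent replicates. The leading principal component carried 59.6% of the variance and placed the 3 controls on the opposite side from the 3 disruptants. The next component carried 23.3%. The chi-square statistic per degree of freedom was 32.7 to 95.2 for the pairs of libraries within groups, so none was a copy of another.

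Of 21803 tag clusters tested, 1768 differed in level between disruptant and control (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05). Of these, 895 were higher and 873 lower in the disruptant. Their median absolute log2 fold change was 1.73, and 1616 changed by at least 1 on the log2 scale, 803 upward and 813 downward. The biological coefficient of variation was 0.295. In 6382 clusters (29.3%) the libraries of the genotypes did not overlap, where chance gives 10%, and all 1768 called clusters were among them. The count moved most under a stricter threshold: 655 clusters had an adjusted p under 0.01 in the same edgeR test. With the replicate number as a block, 983 clusters were called, 966 of them among the 1768. The replicate numbers did not pair the cultures, because the deviations of same-numbered libraries from their group means correlated at -0.062. Leaving out each library in turn gave 745 to 2252 calls, and 636 clusters were called in every one of those fits.

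**Figure D1:**
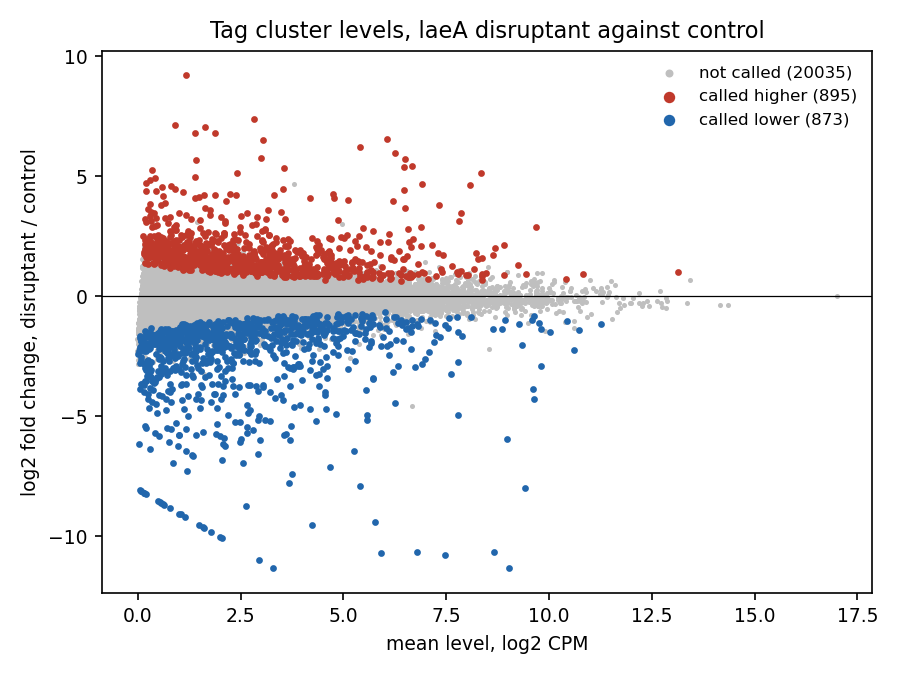
Log2 fold change of each tested tag cluster (disruptant over control) against its mean level in log2 CPM, with called clusters in red (895 higher) and blue (873 lower) and other clusters in grey. Falls reach below -11 on the log2 scale.

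The largest rise by the naming rule was on scaffold DF126526.1, plus strand, positions 9851 to 9911. Control libraries held 0 to 2 tags there, at or under the floor, and disruptant libraries 146 to 259 tags (14.1 ± 3.76 CPM, SD, n = 3). The level was at least 81.1-fold higher (log2 fold change 7.39, SE 0.52; edgeR quasi-likelihood, adjusted p = 0.000196). On the minus strand of the same scaffold, positions 5791 to 5869 rose from at most 1 tag per control library to 6.19 ± 1.80 CPM (SD, n = 3). This was at least 35.7-fold higher (log2 fold change 7.07, SE 0.57; edgeR adjusted p = 0.00038). The other 4 of the 6 largest rises had log2 fold changes of 6.50 to 6.83. This order follows the estimates, which at or under the floor depend on how the fit treats low counts.

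Both of the largest falls by the naming rule, which ranks estimates, were on the plus strand of scaffold DF126461.1. Positions 697183 to 697407 fell from 1052 ± 474 CPM in control to 0.404 ± 0.082 CPM in disruptant libraries (SD, n = 3), a 2601-fold difference (log2 fold change -11.30, SE 0.50; edgeR quasi-likelihood, adjusted p = 3.23e-05). Positions 707478 to 707482 held 238, 790 and 43 tags in the controls (19.6 ± 20.7 CPM, SD, n = 3) and 0 in each disruptant library. The level was at least 98.7-fold lower (log2 fold change -11.33, SE 1.86; edgeR adjusted p = 0.0148). Without disruptant replicate 3 its edgeR adjusted p was 0.0574, the highest of its alternatives, which ranged down to 3.25e-06. The other 4 of the 6 largest falls had log2 fold changes of -10.99 to -10.66. At 0 tags an estimate depends on how the fit treats zeros. The rank of positions 707478 to 707482 is therefore not a measured size. Among the other 4, positions 706825 to 706928 and 696859 to 696990 on the minus strand of DF126461.1 fell 1901-fold and 1835-fold.

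**Figure D2:**
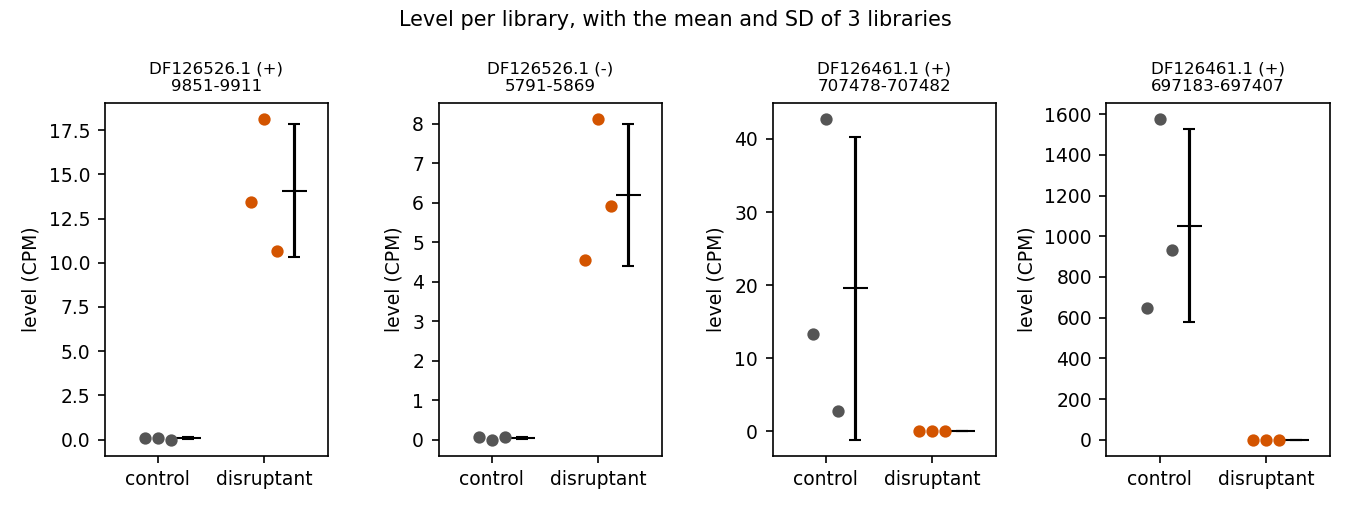
Level in CPM of the clusters with the largest rises (left pair) and falls (right pair) by the naming rule in each of the 3 control and 3 disruptant libraries. Points are libraries and bars the mean and SD; the groups do not overlap at any of the clusters.

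Because CAGE resolves start positions, a change of position within a cluster was tested apart from its level. Of 18902 clusters tested, 0 had a different share of tags upstream of their median position (edgeR diffSpliceDGE, Benjamini-Hochberg adjusted p under 0.05), and 453 had an unadjusted p under 0.05. With the replicate block the counts were 0 and 354. Both 453 and 354 are under the share of 0.05 that a calibrated test gives by chance alone, so this test was conservative here. The simulation drew the counts upstream and downstream independently, so it does not measure this. On those simulated data the test recovered 0% of changes of 1 and 28% of changes of 2 on the log2 scale, so it could miss shifts of that size. The limma test, chosen after those values were seen, recovered 23% and 74% of such changes. It called 9 clusters (6 toward upstream, 3 toward downstream) with 1479 at an unadjusted p under 0.05, and 9 with the replicate block. This test made 14 calls on simulated counts without any change, drawn with an assumed spread between libraries. On the real counts, 8 of the 9 other splits of the libraries into 3 and 3 gave 0 calls, with 388 to 1414 clusters at an unadjusted p under 0.05, and the remaining split gave 647. The 9 calls were fewer than the simulation gave by error and more than 8 of the 9 other splits gave.

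Secondary metabolism genes of fungi often lie side by side, so the position of the calls along the scaffolds was examined. Among 8400 loci tested, 322 were called lower and 355 higher with an absolute log2 fold change of at least 1 (edgeR quasi-likelihood). Adjacent loci were called in the same direction in 136 pairs, 63 lower and 73 higher. Random placement gave 26.7 pairs on average and at most 46 (one-sided permutation p = 0.0001, the smallest that 10000 placements can give). With calls from the fit with the replicate block there were 103 pairs against 17.2 by random placement, at the same smallest p. Of the 8243 adjacent pairs examined, 5848 were at least 1000 bp apart and held 84 pairs called in the same direction against 18.9 by random placement. The count moved most when these were also required to lie on opposite strands, to 51 against 11.2 among 3445 pairs. Both subsets were chosen after seeing the data. Over all adjacent pairs the count was 87 against 12.3 without disruptant replicate 3, and 189 against 49.8 with no minimum fold change. Loci with exactly 1 other locus between them, a different set of pairs, were called in the same direction in 82 pairs against 26.4.

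There were 29 runs of at least 3 adjacent loci called the same way, 14 lower and 15 higher. The longest were 2 runs of 8 loci that rose. Scaffold DF126449.1, positions 389747 to 416435, went from 63.2 ± 9.51 to 1146 ± 366 CPM (SD, n = 3), with a median log2 fold change of 4.75. Scaffold DF126470.1, positions 125712 to 150457, went from 79.3 ± 39.4 to 1280 ± 502 CPM (SD, n = 3), with a median of 4.27. Next came 2 runs of 6 loci that fell. Scaffold DF126461.1, positions 684094 to 707523, went from 2569 ± 1011 to 2.40 ± 0.79 CPM (SD, n = 3), with a median log2 fold change of -9.40. Scaffold DF126450.1, positions 671290 to 682999, went from 832 ± 105 to 280 ± 16.2 CPM (SD, n = 3), with a median of -3.80. With the replicate block, the highest edgeR adjusted p of a locus was 0.0844 in the run on DF126470.1 and 0.0907 in that on DF126450.1, and under 0.05 in the other runs named.

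**Figure D3:**
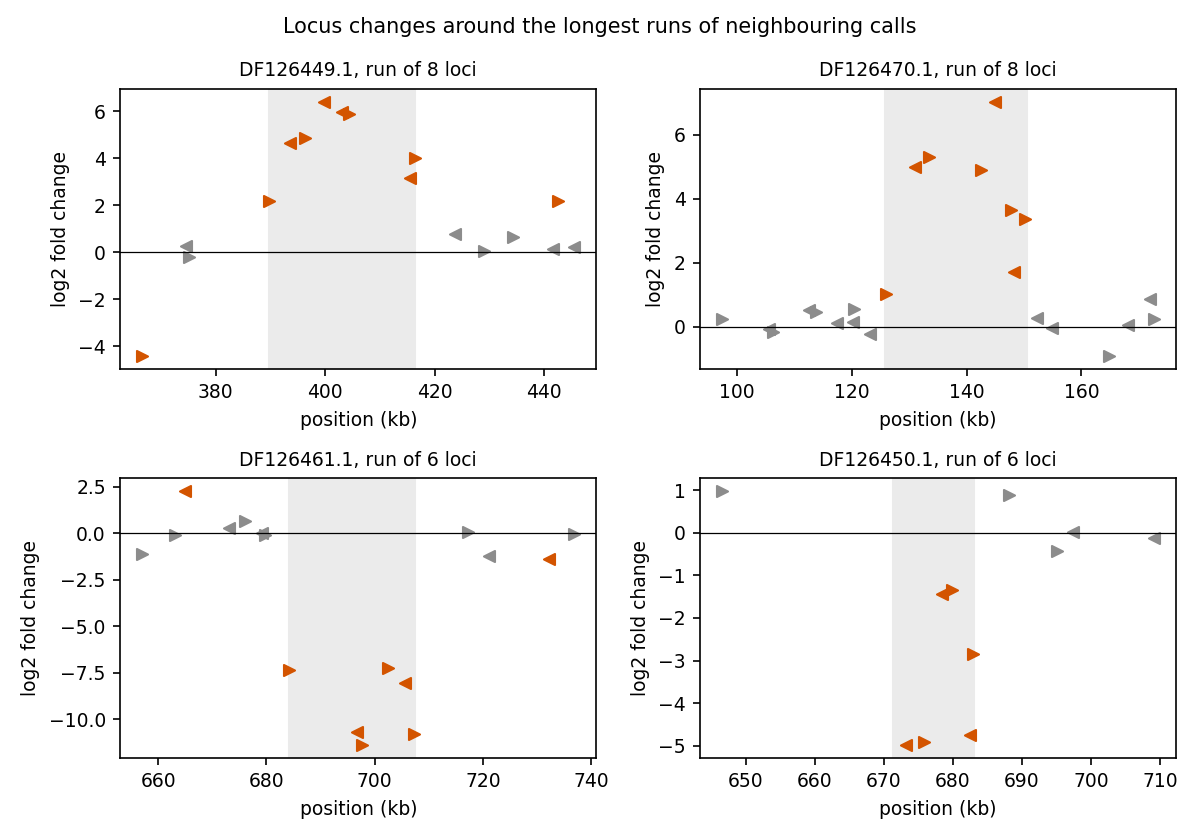
Log2 fold change of loci (disruptant over control) against position in kb around the 4 longest runs, whose extent is shaded. Triangles point right for the plus strand and left for the minus strand, and called loci are orange; the runs hold 8, 8, 6 and 6 loci.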

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

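The test of clusters under 1 CPM was added after the data had been seen, and the counts of splits were chosen after its result was seen. Clusters under 1 CPM were outside the comparisons above, and were examined because signal in unused data can differ between groups. Of 43193 such clusters, 16919 had enough tags to be tested, and 511 differed between disruptant and control (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p under 0.05), with 2936 at an unadjusted p under 0.05. Of these, 196 were higher in the disruptant than in the controls and 315 lower.

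Small clusters may be the spread of a larger neighbour that changed. Of the 196 higher ones, 72 (36.7%) lay within 500 bp of a larger cluster called higher on their strand, against 3.44% of the small clusters not called. The other 124 lay farther away. Of the 315 lower ones, 160 (50.8%) lay within 500 bp of a larger cluster called lower, against 3.60% of those not called, and 155 lay farther away. Spread over at most 500 bp on a strand from a called neighbour could thus account for up to these shares of the higher and the lower calls. Spread over longer distances or onto the other strand was not examined, so it is not excluded for the calls farther away. Larger neighbours that changed without being called were not examined, so spread from those is not excluded. Of the 4 splits of the 6 libraries that part all 3 same-numbered pairs, 1, the real split, gave as many small clusters called. The 9 other splits into 3 and 3 gave 0 calls, with 180 to 2433 clusters at an unadjusted p under 0.05. Because 1 of 4 is the lowest share these splits allow, the pattern cannot be told apart from a grouping by chance through their number, whatever the counts. That laeA also affects weak start sites away from larger ones that were called is left as a hypothesis.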

How the results depend on the processing

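The alternatives were set before the data were examined, except the limma test of start positions, the pairs of loci at least 1000 bp apart (on any or on opposite strands) and the covariates for the top-scaffold share and the library sets, which were chosen after seeing the data.

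The count of differing tag clusters, 1768, fell to 983 with the replicate block, 655 at an adjusted p under 0.01 and 1056 with positions of at least 0.5 CPM, and ranged from 745 to 2252 across the 6 fits that each left out one library. It rose to 2655 with the top-scaffold share as a covariate. The cause was not tested. With the other alternatives it stayed between 1202 (at least 10 tags in every library) and 2609 (library sets as a covariate, 1766 of the 1768 clusters shared). DESeq2 gave 2577. The share of calls that were higher, 50.6%, ranged from 40.9% without control replicate 3 to 57.9% with library size alone as the scaling. It was 43.5% at an adjusted p under 0.01 and 45.6% with the replicate block.

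None of the alternatives set beforehand called a shifted start position, with 317 to 625 clusters at an unadjusted p under 0.05. These counts too are under the share of 0.05 that a calibrated test gives by chance alone. The limma test called 9 clusters, 9 with the replicate block, 0 to 89 across the 6 fits that each left out one library (17 without disruptant replicate 1, and 1265 at an unadjusted p under 0.05 where it called 0), and 205 with the library sets as a covariate. The cause was not tested.

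Neighbouring pairs, 136, were 189 with no fold-change minimum. There were 82 among loci with 1 other locus between them and 84 among loci at least 1000 bp apart, 51 among those also on opposite strands, and the count ranged from 87 to 131 across the fits that each left out one library. The cause was not tested. In each of these the pairs exceeded random placement at the smallest p the placements can give, 0.0001.

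The 12 clusters of the naming rule kept their direction in 166 recomputed values, and 1 lost its call. Some clusters had no value under an alternative. This held for all but 1 with at least 10 tags in every library. It also held for some rising clusters with positions of at least 0.5 CPM. The loci called in the 4 longest runs stayed within 1.5 times in 32 of 32 recomputed counts, with at least 5 loci called. Gene-level tests, the laeA level, the secondary metabolism set and base composition were not run, because no gene or sequence of these scaffolds was used here. On simulated data, changes of 2 on the log2 scale were recovered in 56.6% of changed clusters below the median level of 4.56 CPM and in 91.1% above it, so weak clusters were the more often missed. Changes of 1 were recovered at neither level in this simulation, which changed only 200 of 21803 clusters. The real fit called 1768 clusters, of which 1616 had an absolute log2 fold change of at least 1. Clusters with smaller estimated changes were thus called there, so the simulated recovery of changes of 1 does not carry over to the real fit.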

Other observations

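The counts of splits, the tests of neighbouring loci, the comparisons of divergent with convergent loci, the rank correlations and the tests of the flanks of silent regions were chosen after the result was seen.

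Of the 4 splits of the 6 libraries that part all 3 same-numbered pairs, 1, the real split, gave as many differing tag clusters. The same held for neighbouring pairs and for the limma test of start positions, with 1 of 4 each, although for the limma test a split outside these 4 gave more calls. For the planned test of start positions, all 4 of 4 gave as many, because it called 0 clusters (453 at an unadjusted p under 0.05). The other 6 of the 10 splits part 1 pair each. Among all 9 other splits, at most 1 cluster differed in level, against 1768, with 95 to 4282 at an unadjusted p under 0.05, and none had a neighbouring pair, against 136. The limma test called 9 clusters between genotypes, 647 in the split of controls 1 and 2 and disruptant 1 from the rest, and 0 in the other 8, with 388 to 1414 at an unadjusted p under 0.05. A share of 1 in 4 is the lowest these splits allow, so by their number alone these results cannot be told apart from a grouping by chance, whatever the counts.

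Neighbouring loci could be called together because the signal of a locus is counted again in a touching locus, or because several loci belong to 1 gene. Among loci at least 1000 bp apart the pairs were still 4.43 times the number by random placement, and among loci on opposite strands 5.44 times. Opposite strands alone leave in close pairs, such as both sides of 1 promoter, but among loci both at least 1000 bp apart and on opposite strands the ratio was still 4.57. Signal counted again in a touching locus and close pairs at 1 promoter therefore do not account for all of the excess. Loci of 1 gene at least 1000 bp apart on opposite strands, such as a start and an antisense start, are not excluded, because no gene was named. The 52 pairs closer than 1000 bp were 6.68 times the number by random placement. They lie on opposite strands, because clusters on a strand at most 2000 bp apart were merged. Close pairs such as both sides of 1 promoter can thus account for a part. These pairs do not show whether several loci of 1 gene on the same strand do so. A candidate explanation is joint regulation of adjacent genes that depends on laeA, which stays a hypothesis, since it was found and tested on the same data and no gene was named.

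Start positions differed more between sets of libraries than between genotypes. The sets were singled out after the limma test had been run on all 10 splits, because this split gave by far the most calls. Only then were they matched to the top-scaffold share, which had already been seen to vary. Between the high-share set (control 3, disruptants 2 and 3) and the low-share set, 647 of 18902 clusters had a different upstream share, 209 toward upstream and 438 toward downstream in the high-share libraries, against 9 between genotypes. This was 1 of 10 splits with as many calls, which cannot exclude chance. The choice of the largest of 10 also makes the 647 and the counts with the sets as a covariate (2609 for levels, 205 for positions) favourable by selection. Library depth could differ between the sets, but after thinning every library to 11.7 M tags outside the top scaffold, 656 of 18105 clusters were called. Depth therefore does not explain the difference. The sets differed in level at 1 cluster, with 4282 at an unadjusted p under 0.05. A difference in library preparation or in the state of the cultures could each be a source, and the labels give no batch to test.

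Divergent loci 1 to 300 bp apart, which face away from each other, had correlated fold changes (Pearson r 0.734, Spearman rho 0.236 across 1057 pairs of loci, which are not independent replicates). This was the highest r of 9 classes of orientation and distance, but not the highest rho, which was 0.353 for divergent loci at 0.3 to 1 kb and 0.253 at 3 to 8 kb. Among pairs with levels within 10-fold of each other r was 0.795, so a weak antisense cluster beside a strong one is an unlikely cause. The difference of control 3 from controls 1 and 2 correlated at 0.113 across the same pairs. Over all libraries, each against the other 2 of its genotype, r was 0.052 (disruptant 3) to 0.195 (control 1). By ranks, each library against the other 2 of its genotype gave a rho of 0.055 to 0.145, against 0.243 between genotypes on the same scale. Cultures of 1 genotype thus co-varied too, more weakly, but noise of a single library lowers such a rho, so the correlation cannot be told apart from co-variation of cultures in general. Without pairs that hold a called locus r was 0.229 and rho 0.202. The fall of r met the criterion set beforehand for a few loci with large changes, but pairs were dropped by the size of the change itself, which lowers r by design, so it does not decide how much of r such loci carry. By ranks they are not the whole cause, since rho in the remaining 981 pairs exceeded that with shuffled partners (one-sided permutation p = 1e-05, the smallest that 100000 shuffles can give). Closeness alone was tested against convergent pairs in 3 distance classes, by r and by rho, with p one-sided by permutation and Benjamini-Hochberg adjusted over the 6 tests. At 0.3 to 1 kb, divergent r was 0.542 against 0.206 (adjusted p = 0.063) and rho 0.353 against 0.203 (0.156), with 61 convergent pairs. At 1 to 3 kb, r was 0.465 against 0.319 (0.18) and rho 0.233 against 0.052 (0.0045), but divergent pairs were also closer, with a median gap of 1775 against 2240 bp. At 3 to 8 kb, r was 0.356 against 0.067 (0.042) and rho 0.253 against 0.034 (0.0042), with median gaps of 4394.5 and 4511.5 bp. Divergent pairs had the higher value in each class, past the threshold in 3 of the 6 tests. Closeness alone was thus not enough to account for the difference from convergent pairs at 3 to 8 kb. There the gaps were most alike relative to their size. Closeness is not excluded at shorter distances. Tandem pairs, with both loci on 1 strand, lay between the other classes at 3 to 8 kb (r 0.187, rho 0.143). At 1 to 3 kb their r was 0.243, the lowest, and their rho 0.192. No test against tandem pairs was run. The permutations treat pairs that share loci as independent. That divergent loci change together beyond closeness is a hypothesis, and the size of r, unlike rho, cannot be told apart from an effect of a few loci with large changes.

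Signal was lost on both strands over at least 1 kb in 7 regions and gained in 1. A region needed at least 30 tags on each strand in 1 group and at most 2% of these in the other. A lost gene without tags on both strands could not be found. Several of the 7 lay close together on scaffolds DF126461.1 and DF126454.1, so they are not 7 separate places. Flanks of 5 kb counted as kept at 50% to 200% of the control level. The region on DF126447.1 missed this with 119% on the left and 41.8% on the right. In 1 of the 7, scaffold DF126456.1 positions 405801 to 407400, the tags of both 5 kb flanks stayed near the control level in total, at 75.5% and 85.8%. Its plus-strand tags fell from 2410 to 19 and its minus-strand tags from 357 to 4, summed over 3 libraries each. Whether this is deletion of the target gene rather than silencing of a longer region cannot be told. Of 12 clusters tested in the flanks, 1 was called: on the minus strand at 403585 to 403639 the level fell from 4.47 to 0.047 CPM (log2 fold change -6.45, edgeR quasi-likelihood adjusted p = 0.00171), so loss was not confined to the region. The region also kept 7, 10 and 2 plus-strand tags in the disruptant libraries, which a deletion of its whole length does not predict. The region and the cluster were chosen after their values were seen, silencing of 1 gene would look the same, and no gene was named there.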
